A study of Mus musculus with 64 samples.

How the data were processed

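Hearts of mice were profiled by bulk RNA sequencing. Per the labels, total RNA was extracted from heart tissue, ribosomal RNA was depleted, and libraries were made with a broad-range RNA kit. The deposited gene table holds counts for 16913 genes, named by Ensembl identifier, with 1 column per library. The deposited lncRNA table holds estimated counts (expected counts) for 3787 transcripts named by symbol, and 45 of them had fractional values in at least 1 library. The authors' aligner, counting tool, genome build and annotation are not stated, so no positions are given. Symbols came from GENCODE M21, which matched 16879 of the 16913 identifiers. All columns of both tables were used.

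Each gene column was given to the label that carries its library name. The sex-linked genes and Tnnt2 contradicted this assignment for many libraries, as reported below with their values. Because no label states another order, results of the gene table are given for columns by name, and groups are called by their labels. An additional assignment, called joined columns, was chosen after seeing the data. It gives each library the gene column that correlated best with its lncRNA column. The correlation was Pearson's r of log2 CPM (pseudocount 0.5), centred per transcript, over 389 autosomal transcripts that occur in both tables with a mean of at least 20 counts. Sex-linked genes and Tnnt2 took no part in it.

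Gene counts were tested with edgeR's quasi-likelihood F test after TMM scaling, in 1 model with a mean for each of the 8 groups, at a Benjamini-Hochberg adjusted p under 0.05. The filter on low counts, filterByExpr, kept all 16913 genes, because genes with few counts are absent from the deposited table. CPM of named genes used the TMM-scaled library sizes, while the CPM of the label check used the plain totals. Values of lncRNAs were rounded to whole counts. Their library sizes and TMM factors came from the gene column that holds the same library by the match above, and with these library sizes 1107 transcripts passed the filter (1108 with the totals of the lncRNA table). That part of the choice was made after the match had been seen, and the counts under other scalings are given with the results.

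Tests, thresholds, lists and the rule for naming genes were set before the data were examined. In each comparison of 2 groups, the genes named are the 3 rising and the 3 falling with the smallest p among those past the threshold with a mean of at least 50 counts and a symbol that is not a clone name or pseudogene. For means over sexes, interactions and the comparison of sexes, the 3 such genes with the smallest p are named. For lncRNAs, the 2 rising and the 2 falling with the smallest p are named. Tnnt2, the sex-linked genes and a list of 46 cardiac markers were followed in every comparison of 2 groups within a sex. A gene that the rule named is not reported here.

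Gene sets were tested with camera at an inter-gene correlation of 0.01, over 20 lists of cardiac pathways and of possible tissue admixture, with adjustment over all lists and the 8 comparisons. The genotype score of a library is the mean log2 CPM (prior count 2) of the 100 rising genes with the smallest p in sedentary mice of the other sex, minus that of the 100 falling genes. Scores were compared with two-sided exact permutation tests, adjusted over 8 comparisons. The versions were edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

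Simulated tables of the same size measured what the tests recover. For the gene table, their spread between libraries was that of the joined columns. Columns by name can spread more: the SE of Tnnt2 between genotypes in sedentary males was 0.30 by name and 0.07 with joined columns. The recovery given here therefore does not measure what the tests missed by name. With 200 genes changed by 1 log2 unit, edgeR recovered 92.5% of them and made 194 calls, of which 9 were false. With a change of 0.5 log2 units it recovered 66% and made 139 calls, of which 7 were false. In a table of the size of the lncRNA table, it recovered 62.9% of 97 changed transcripts at 1 log2 unit, with 2 false calls among 63. For the 200 genes changed by 1 log2 unit, DESeq2 recovered 92% and made 205 calls, of which 21 were false. For the match, a random part of the counts was drawn from the gene columns themselves and its columns were shuffled. The match returned 64 of 64 columns to their place. Since these counts came from the columns they were matched to, this checks the procedure alone, not a match between the tables.

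Alternatives tried were DESeq2's Wald test, limma voom with sample quality weights, median-of-ratios size factors, no filter on low counts, fits of fewer groups, the library number as a covariate, the replicate number as a block, leaving out single libraries and the libraries that contradict the labelled sex, other score settings, fry, and camera with an estimated correlation. No library was left out of the results as reported. Precision is limited by the spread between mice, and counts at or below 3 were taken as the floor.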

Results

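The study compared hearts of C57BL/6J mice that carry the cTnT-delta160E variant of cardiac troponin T as a transgene (TG), a model of hypertrophic cardiomyopathy, with those of non-transgenic mice (nTG), after high-intensity interval training (HIIT) or sedentary housing. Trained mice ran on a treadmill in sessions of 31 minutes on 3 days per week for 6 weeks, with 4 intervals at 85% and 4 at 50% of the group's average speed in a graded test. The labels give 64 libraries in 8 groups of 6 to 10 mice, where the text of the series gives 7 to 9. Among males there were 7 sedentary nTG, 8 trained nTG, 9 sedentary TG and 8 trained TG mice. Among females there were 8 sedentary nTG, 10 trained nTG, 8 sedentary TG and 6 trained TG mice. Gene totals ranged from 34.6 M to 67.1 M counts per library (M, megacounts), with a median of 48.002 M. The lncRNA totals ranged from 191253 to 409437, with a median of 254211, and a single transcript, Gm42418, held 50.9% to 76.6% of them. Mitochondrially encoded genes held 13.4% to 20.4% of gene counts.

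The labels were compared with genes that mark sex and genotype. Each library had either high Xist, from 242 to 429 CPM, or Xist of at most 2.82 CPM. The sum of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) was 81.4 to 130 CPM in the 32 libraries with low Xist and at most 1.94 CPM in the 32 with high Xist. Of the libraries labelled male, 16 had high Xist, and of those labelled female, 16 had the Y-linked genes, so that 32 of 64 contradicted the labelled sex. Tnnt2, the gene of cardiac troponin T, also fell into separate ranges, from 2665 to 3428 CPM in 33 libraries and from 6903 to 12001 CPM in 31. The lower range held 15 of the 31 libraries labelled TG, and the upper range held 15 of the 33 labelled nTG. In all, 45 libraries contradicted the labelled sex or genotype and 19 contradicted neither.

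**Figure D1:**
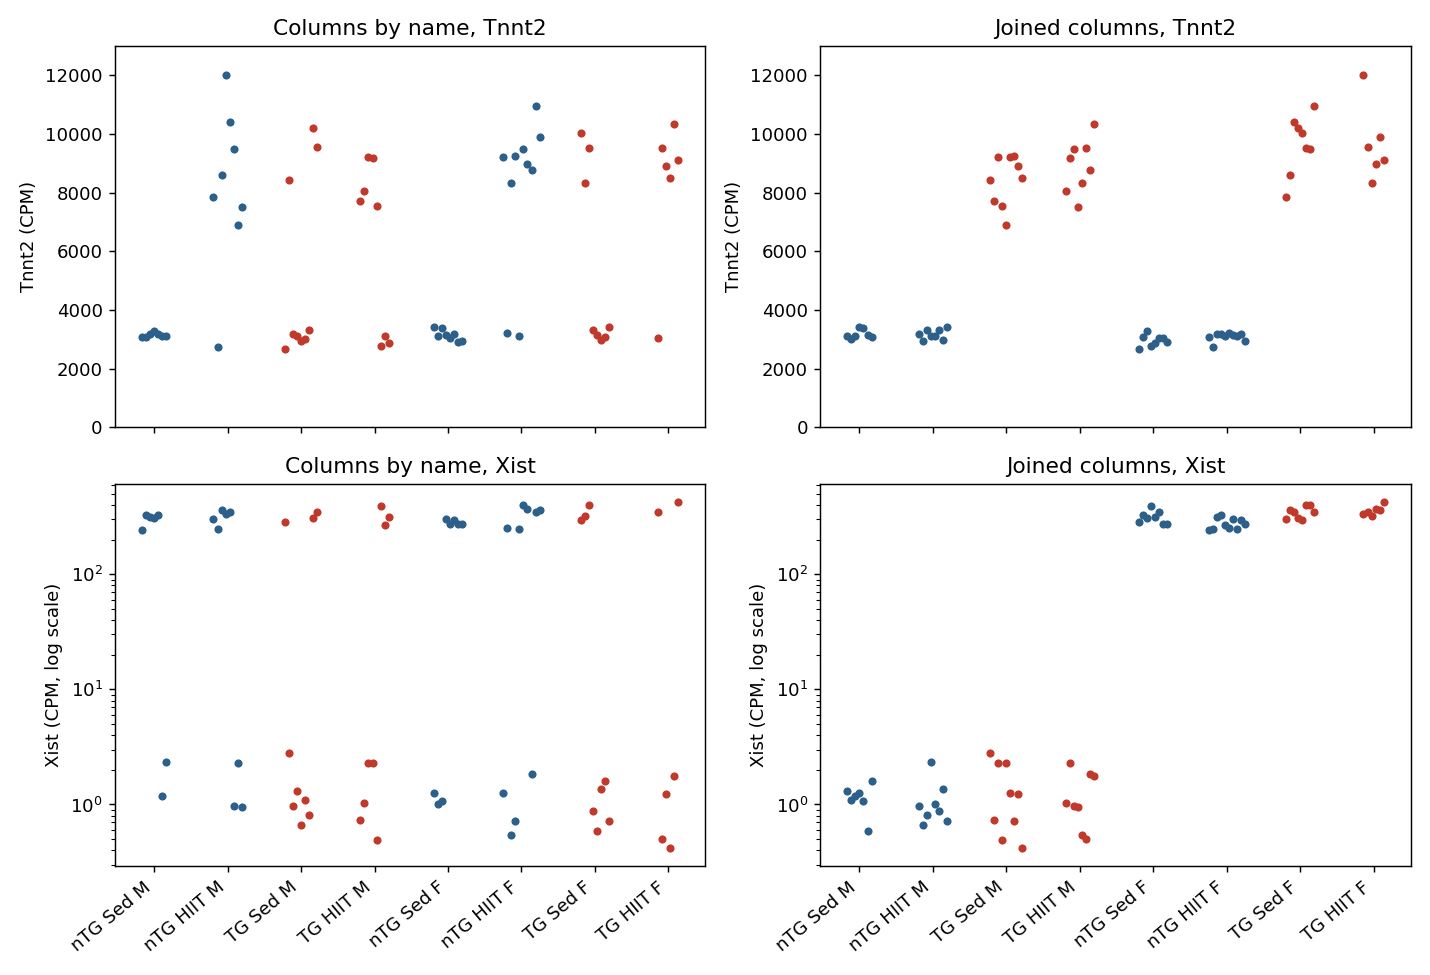
Tnnt2 (CPM, upper plots) and Xist (CPM on a log axis, lower plots) in each of the 64 libraries, by labelled group, with red points for groups labelled TG and blue points for nTG. With columns by name (left) 45 libraries contradicted their labels, and with joined columns (right) 0 did.

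The lncRNA table holds no Xist, and its columns were compared with the gene columns over the 389 autosomal transcripts that occur in both tables. Each of the 64 lncRNA columns had a different best-correlated gene column, and all 64 pairs were best in both directions. Correlations across transcripts, which are not independent replicates, were 0.539 to 0.860 for the best gene column and at most 0.404 for the next best. Only 1 pair had the same name, and the median r of same-named columns was −0.011. Either of 2 random parts of the transcripts gave the same pair for 64 of 64 columns. With the gene columns joined in this way, 0 of 64 libraries contradicted the labelled sex and 0 contradicted the labelled genotype. The comparisons that follow use gene columns by name unless joined columns are mentioned, so their groups are those of labels that the counts contradict.

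**Figure D2:**
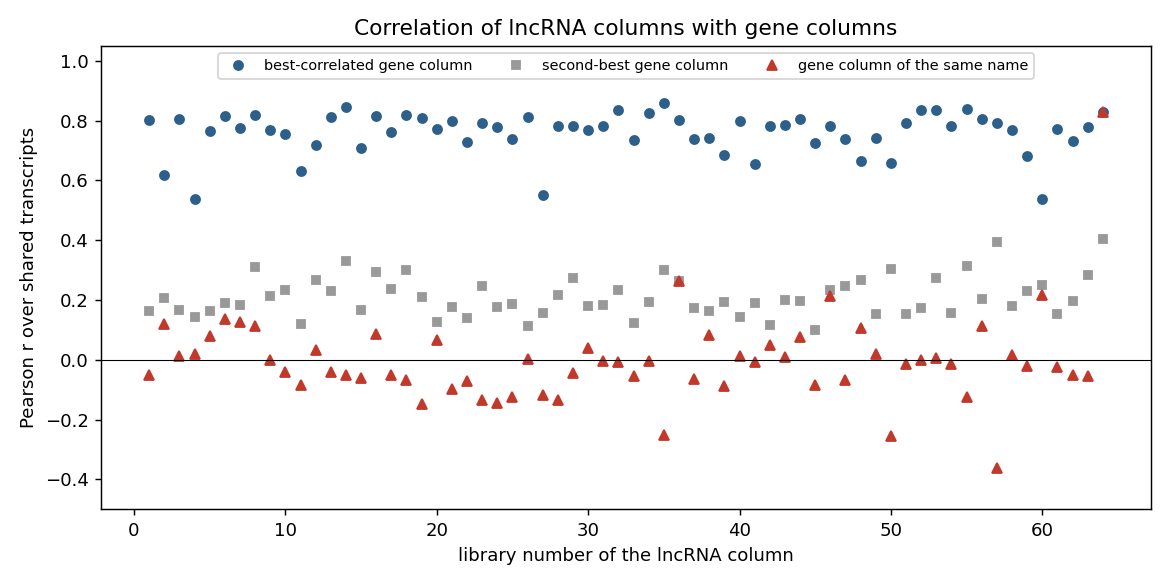
Pearson r across 389 shared transcripts between each lncRNA column (x axis, library number) and its best, next-best and same-named gene column. The best columns lie at 0.539 or above and the next best at 0.404 or below.

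The first question is what the transgene changes in sedentary and trained mice of each sex. Between libraries labelled TG and nTG, 0 genes passed the threshold in sedentary males (1319 at an unadjusted p under 0.05), in trained males (462), in sedentary females (877) and in trained females (455), of 16913 tested in edgeR. By chance, 846 would have an unadjusted p under 0.05. The alternative that moved these counts most was the joined columns, with which 3488, 2361, 739 and 2503 genes passed, in the same order. Tnnt2 (ENSMUSG00000026414) differed by a log2 fold change of 0.71 ± 0.30 (SE, edgeR adjusted p 0.570) in sedentary males and of 0.76 ± 0.29 (adjusted p 0.949) in sedentary females. In trained mice it changed by −0.35 ± 0.29 in males and by 0.02 ± 0.30 in females. With joined columns Tnnt2 was higher in TG by 1.34 in sedentary males, 1.43 in trained males, 1.71 in sedentary females and 1.57 in trained females, with every TG library above every nTG library.

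Another question is what training changes within each genotype. By name, Tnnt2 was in the upper range in 7 of 8 trained and 0 of 7 sedentary libraries labelled nTG male. In females labelled nTG it was so in 8 of 10 trained and 0 of 8 sedentary libraries. The comparisons by name in nTG thus also set upper against lower Tnnt2. Between libraries labelled trained and sedentary nTG males, 132 genes passed, 82 higher and 50 lower in the trained. Leaving out the library labelled nTG sedentary male replicate 1 left 1 gene, and leaving out nTG trained male replicate 2 gave 806. With joined columns 0 passed (999 at an unadjusted p under 0.05). Among females labelled nTG, 42 genes passed, 14 higher and 28 lower, and 25 with joined columns. The count was 0 without nTG sedentary female replicate 1 and 631 without nTG trained female replicate 2. In libraries labelled TG, 0 genes passed in males (1374 at an unadjusted p under 0.05) and 0 in females (935). With joined columns 3036 genes passed in TG males, 1750 higher and 1286 lower, and 0 in TG females (606).

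**Figure D3:**
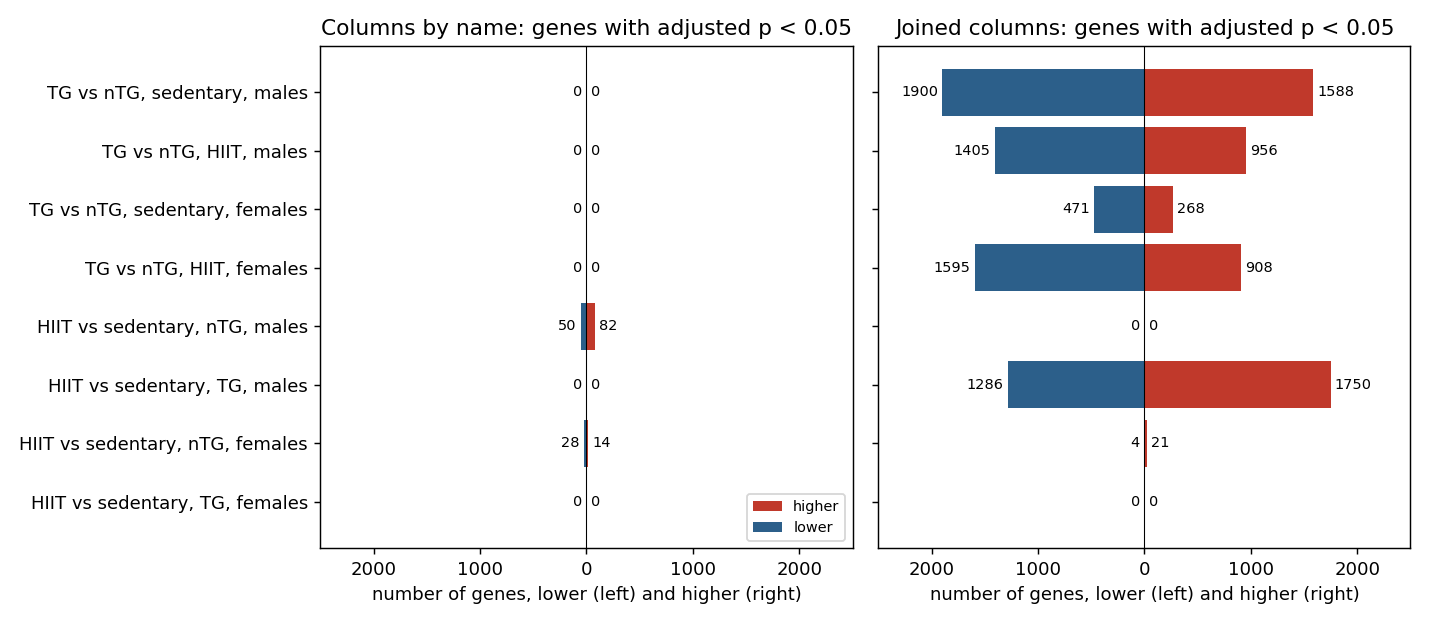
Number of genes with an adjusted p under 0.05 that were higher (red, right) or lower (blue, left) in each comparison of 2 groups within a sex. With columns by name only the comparisons of training in nTG have calls, 132 in males and 42 in females, and with joined columns the calls lie in the genotype comparisons, in TG males and in nTG females.

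In males labelled nTG, the rising genes with the smallest p were Myl1, Mybpc2 and Mllt11. Myl1 (ENSMUSG00000061816) rose from 9.43 ± 2.83 CPM (SD, n = 7) to 40.01 ± 19.28 CPM (SD, n = 8), a log2 fold change of 2.08 ± 0.41 (SE, edgeR adjusted p 0.0246), with every trained library above every sedentary one. Mybpc2 (ENSMUSG00000038670) rose by 1.11 ± 0.23 and Mllt11 (ENSMUSG00000053192) by 0.55 ± 0.11, both with an adjusted p of 0.0288. The falling genes included Slc2a12 (ENSMUSG00000037490) and Fam161b (ENSMUSG00000021234), with changes of −0.80 ± 0.17 and −0.65 ± 0.13. Tnnt2 rose by 1.33 ± 0.31 (adjusted p 0.0424), from 3170 ± 104.2 CPM (SD, n = 7) to 7994 ± 2717 CPM (SD, n = 8).

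In females labelled nTG, Tnnt2 rose by 1.33 ± 0.29, Mybpc2 by 1.02 ± 0.21 and Creb5 (ENSMUSG00000053007) by 0.44 ± 0.10. Fah (ENSMUSG00000030630) changed by −0.71 ± 0.15, Zdhhc14 (ENSMUSG00000034265) by −0.42 ± 0.08 and Snn (ENSMUSG00000037972) by −0.37 ± 0.08. Each had an edgeR adjusted p of 0.0349. In the mean over sexes, 2407 genes passed between trained and sedentary libraries labelled nTG, 1139 higher and 1268 lower, and 65 with joined columns. The smallest p were those of Mybpc2, with a change of 1.07 ± 0.16 (adjusted p 0.000104), and of Tnnt2 and Zdhhc14, with 1.33 ± 0.21 and −0.38 ± 0.06 (adjusted p 0.000109 for each). In libraries labelled TG, 2 genes passed in the mean over sexes. Ift80 (ENSMUSG00000027778) rose by 0.30 ± 0.05 and Akap1 (ENSMUSG00000018428) changed by −0.22 ± 0.04, each with an adjusted p of 0.00976. Leaving out TG sedentary male replicate 9 gave 8 genes.

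Interaction terms ask whether these effects differ between genotypes or sexes. The genotype by training term gave 0 genes in males (1342 at an unadjusted p under 0.05) and 0 in females (490). The genotype by sex term in sedentary mice gave 0 (603), and the training by sex term gave 0 in nTG (479) and 0 in TG (430). Females and males labelled sedentary nTG differed in 0 genes (522 at an unadjusted p under 0.05), and in 375 with joined columns, where Xist was higher in females by a log2 fold change of 8.00.

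The list of 46 cardiac markers was examined in the 8 comparisons of 2 groups. In males labelled nTG, 26 markers differed between trained and sedentary libraries when adjusted over the list alone, 14 higher and 12 lower, against 3 when adjusted over all genes. In females labelled nTG there were 6 when adjusted over the list alone and 1 over all genes. Between genotypes, Acta1 passed in sedentary males (log2 fold change 1.46, p 0.0220 adjusted over the list alone), and no marker passed over all genes. The remaining 5 comparisons had 0 markers past the threshold on either adjustment, with 2 to 6 at an unadjusted p under 0.05. With joined columns the list gave 32, 24, 16 and 30 markers between genotypes in sedentary males, trained males, sedentary females and trained females.

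Camera called between 4 and 13 of the 20 lists in each of the 8 comparisons. With the correlation estimated from the data, 0 lists were called in any of them (6 of 160 tests had an unadjusted p under 0.05). Under fry, the calls that held were those of the skeletal muscle list in sedentary males labelled TG against nTG (adjusted p 0.0340) and in trained against sedentary males labelled nTG (adjusted p 0.0138), and no other.

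The genotype score asks whether training moves TG hearts towards nTG hearts. In males it was higher in libraries labelled sedentary TG than in sedentary nTG by 0.23 (exact permutation p 0.0408, adjusted p 0.0816), with 4 of 9 libraries above all of the 7 nTG libraries. Training was accompanied by a difference of 0.16 in libraries labelled TG (exact permutation p 0.225, adjusted p 0.361) and of 0.51 in those labelled nTG (exact permutation p 0.000622, adjusted p 0.00497). In females the genotypes differed by 0.25 (exact permutation p 0.0104, adjusted p 0.0278), and training by 0.02 in TG (exact permutation p 0.903) and by 0.31 in nTG (exact permutation p 0.00217, adjusted p 0.00868). Between trained libraries labelled TG and nTG the score differed by −0.12 in males (exact permutation p 0.349). In females that difference was −0.04 (exact permutation p 0.752). With joined columns the score was higher in TG by 1.04 in sedentary males and 0.85 in sedentary females, with every TG library above every nTG library.

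**Figure D4:**
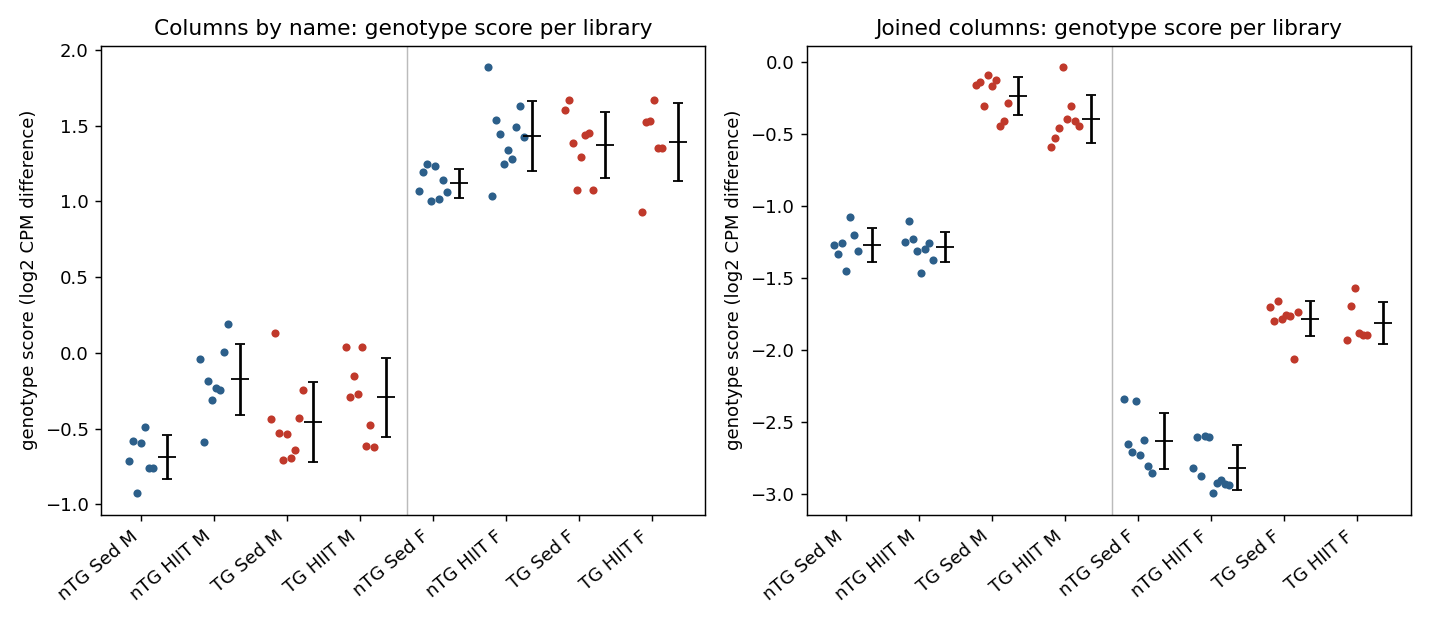
Genotype score (log2 CPM difference) of each library by labelled group, with the mean and SD beside the points, for columns by name (left) and joined columns (right). With joined columns the TG libraries lie above the nTG libraries of the same sex, by 1.04 in sedentary males and 0.85 in sedentary females.

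The lncRNA columns were used by name, with 1107 transcripts tested in edgeR. Between TG and nTG, 16 passed in sedentary males (4 higher, 12 lower), 6 in trained males (1 higher, 5 lower), 3 in sedentary females (1 higher, 2 lower) and 32 in trained females (25 higher, 7 lower). In the last comparison DESeq2 gave 63 calls, and library sizes of the same-named gene column gave 7. Size factors of the lncRNA table itself gave 34 calls, of which 4 were higher and 30 lower, with 10 calls shared. There the median log2 fold change over all transcripts was 0.22 with the gene-table scaling and 0.01 with the other. Leaving out TG sedentary male replicate 5 gave 7 calls in sedentary males. Leaving out nTG trained female replicate 8 gave 12 calls in trained females, and leaving out nTG trained female replicate 4 gave 56. In sedentary females 1 call was left without nTG sedentary female replicate 3, and in trained males 3 without nTG trained male replicate 2.

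Gm43672 was lower in TG by a log2 fold change of −0.54 ± 0.10 (SE, edgeR adjusted p 0.000223) in sedentary males, from 14.001 ± 2.274 CPM (SD, n = 7) to 9.61 ± 1.38 CPM (SD, n = 9). It was also lower by −0.48 ± 0.10 in sedentary females and by −0.55 ± 0.10 in trained females. Gm9905 changed by −0.59 ± 0.12 in sedentary and by −0.54 ± 0.12 in trained males, and RP23-235I2.1 rose by 0.44 ± 0.10 in sedentary males and by 0.44 ± 0.10 in trained females. F630028O10Rik rose by 0.73 ± 0.18 in sedentary and by 0.70 ± 0.17 in trained males, where Prr33 changed by −0.52 ± 0.11. In sedentary females Gm42418 rose by 0.39 ± 0.09 and Banf2os changed by −1.06 ± 0.24. In trained females Gm43336 rose by 0.75 ± 0.16 and Gm44616 changed by −1.53 ± 0.30. Among these, the change of Gm42418 no longer passed (adjusted p 0.400) without TG sedentary female replicate 4, nor with DESeq2 or size factors of the lncRNA table itself. That of RP23-235I2.1 in trained females was 0.22 and did not pass with size factors of the lncRNA table itself, and that of Banf2os did not pass with DESeq2.

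Between trained and sedentary mice, 3 lncRNAs passed in TG males, all higher, and 1 was left without TG sedentary male replicate 2. Among them, Gm26513 rose by 1.60 ± 0.34 (edgeR adjusted p 0.0119) and Gm37423 by 0.85 ± 0.20 (adjusted p 0.0281). No lncRNA passed in nTG males (36 at an unadjusted p under 0.05), in nTG females (127) or in TG females (49). Leaving out nTG trained female replicate 4 gave 11 calls in nTG females, where the median log2 fold change over all transcripts was −0.15. The change of Gm37423 did not pass without a filter on low counts or with the replicate block. The interaction terms of the lncRNA table gave 0 calls, with 56 and 87 at an unadjusted p under 0.05 for genotype by training in males and females, 51 for genotype by sex, and 76 and 62 for training by sex in nTG and TG.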

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

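Every test in this part was chosen only after the values it examines had been seen. In 144 groups of values, the highest or lowest library was compared with the others of its group (Dixon's criterion). It stood apart in 12 groups, where 7.2 would do so by chance, so the number of such libraries is itself little above what chance gives. The design gives no biological explanation for a single library, and apart from the level of the transgene in 1 library none was tested.

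The gene column of nTG trained female replicate 9 had a total of 34.6 M counts, against 42.9 M to 47.5 M in the other 9 libraries of its label. It had 20 genes at 0 counts and the others had 15 to 23. Since genes with few counts are absent from the deposited table, this does not test whether the library lost such genes, and the low total was not explained.

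The lncRNA total of TG sedentary male replicate 5 was 409437, against 191253 to 290569 in the other 8. A deeper library with a larger share of Gm42418 may account for it. Its joined gene column had 57.7 M counts, against 35.4 M to 47.4 M, and Gm42418 held 73.0% of its lncRNA counts, against 65.9% to 70.1%. Outside Gm42418 it had 1915 lncRNA counts per M gene counts, close to the 1773 to 1900 of the others.

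Tnnt2 of the gene column named TG trained female replicate 1 was 3049 CPM, against 8482 to 10336 CPM in the other 5. The gene columns may stand in another order than their names say, since the gene column joined to this library has 12001 CPM, in the upper range.

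With joined columns, the blood list (10 genes) stood apart in 3 libraries. It held 0.508% of gene counts in TG sedentary male replicate 5 (0.043% to 0.131% in the others), 0.136% in TG sedentary female replicate 2 (0.043% to 0.084%) and 0.0775% in TG trained female replicate 3 (0.049% to 0.058%). Residual blood would raise nearly all genes of the list together. In these libraries 10, 9 and 8 of the 10 genes were the highest of their group, in the same order, which is consistent with residual blood.

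The genotype score of TG sedentary female replicate 7 was −2.06 with joined columns, against −1.80 to −1.66 in the other 7. A lower level of the transgene in this library would show as lower Tnnt2. It had 9485 CPM, within the 7842 to 10953 CPM of the others, which argues against that.

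Single genes named in the report also stood apart. RP23-235I2.1 was at 11.6 CPM in TG trained female replicate 2, against 9.00 to 9.84 CPM in the others. Gm9905 was at 4.62 CPM in TG trained male replicate 5, against 2.79 to 3.30 CPM. Zdhhc14, in columns by name, was at 14.2 CPM in nTG sedentary male replicate 3, against 9.38 to 11.04 CPM. Without that library RP23-235I2.1 and Zdhhc14 were still called in the comparison that names them, with an edgeR adjusted p of 0.0358 and 0.000375, so that library did not carry these calls. For Gm9905, which was lower in TG, the high library works against the call, so its adjusted p of 0.000907 without it says nothing about support from 1 library.

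Gm42418 was at 6331 CPM in TG sedentary female replicate 4, against 2538 to 4091 CPM in the other 7. Without that library its change between genotypes in sedentary females had an edgeR adjusted p of 0.400 and a log2 fold change of 0.26, but it did not pass in 7 of 16 fits that each left out 1 library, so the loss is not specific to this library. Myl1, in columns by name, was at 83.7 CPM in nTG trained male replicate 8, against 16.1 to 41.6 CPM in the other 7. Without it the change of Myl1 had an adjusted p of 0.0909 and a log2 fold change of 1.84, but it did not pass in 4 of 15 such fits, so whether this library carries the call stays open.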

How the results depend on the processing

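The assignment of gene columns to labels moved the number of genes called between genotypes more than any other alternative. It was not among the alternatives set beforehand and was chosen after seeing the data, as were library sizes of the same-named gene column and leaving out single libraries for lncRNAs. With joined columns, the genes called between TG and nTG were 3488 in sedentary males, 2361 in trained males, 739 in sedentary females and 2503 in trained females, where columns by name gave 0 (1319, 462, 877 and 455 at an unadjusted p under 0.05). Between trained and sedentary mice they were 0 in nTG males (999 at an unadjusted p under 0.05), 3036 in TG males, 25 in nTG females, 65 in the mean over sexes in nTG and 88 in TG. Between sexes 375 genes were called. Markers adjusted over the list alone numbered 32, 24, 16 and 30 between genotypes in sedentary males, trained males, sedentary females and trained females, and 0 (3 at an unadjusted p under 0.05), 8 and 2 between trained and sedentary nTG males, TG males and TG females. Camera called 8 lists for training in nTG males and 13 for genotype in trained females. The change of the genotype score with training was −0.0149 in nTG males, −0.186 in nTG females, −0.160 in TG males and −0.0286 in TG females. Each had the opposite sign to the change by name, and none passed the correction. Single genes whose sign changed were Tnnt2 between genotypes in trained males (1.43) and with training in TG females (−0.0168). Mybpc2 did so with training in nTG males (−0.0473), nTG females (−0.0922) and their mean (−0.0698). Fam161b (0.16) and Slc2a12 (0.11) did so in nTG males, Fah in nTG females (0.19) and Zdhhc14 in the mean over sexes of nTG (0.0118). Apart from Tnnt2 in trained males, these joined values were at most 0.19 in size, and a change of sign alone does not show an opposite effect. Those in nTG males and TG females did not pass, since 0 genes were called there.

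The values in this paragraph and the next refer to gene columns by name. DESeq2's Wald test called 1 gene between genotypes in sedentary males, 1 in sedentary females and 1 in trained females, 587 genes for training in nTG males, 5 in TG males, 274 in nTG females and 12 in the mean over sexes in TG. It called 1 gene for genotype by training in males, 1 for genotype by sex, 2 for training by sex in nTG and 1 between sexes. limma voom with quality weights called 1134 genes for training in nTG males, 1156 in nTG females, 3897 in their mean and 63 in the mean of TG. There the change of Tnnt2 between genotypes in trained females was −0.00965, where edgeR gave 0.02. Fitting the 4 groups of the sex alone gave 10 genes for training in nTG males. Fitting the compared groups alone gave 462 in nTG males, 147 in nTG females, and 1 gene between genotypes in sedentary males and 1 in sedentary females. The cause was not tested for any of these.

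Without the libraries that contradict the labelled sex, training called 0 genes in nTG males, 3 in TG males, 0 in nTG females, 468 in the mean of nTG and 0 in the mean of TG. The same setting called 41 genes between genotypes in sedentary females, 1 for genotype by sex, 1 for training by sex in TG and 14 between sexes. It leaves fewer libraries per group, which lowers the number of calls a test can make. Median-of-ratios size factors left the 16 counts of genes within 1.5 times their value, and so did the library number as a covariate for the 15 comparisons other than that of the sexes, where it was not run. Omitting the filter on low counts removes no gene and says nothing about stability.

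Replicate numbers did not pair the libraries: deviations of the same number in compared groups had median correlations from −0.091 to 0.076 over columns by name, joined columns and lncRNAs. With the number as a block all the same, and gene columns by name, training called 0 genes in nTG males, 1 in nTG females, 1361 in the mean of nTG and 0 in the mean of TG. Markers adjusted over the list alone numbered 0 between genotypes in sedentary males and 1 for training in nTG females, lncRNAs 26 between genotypes in sedentary males and 5 for training in nTG females, and the score differed by 0.20 between genotypes in sedentary males and by −0.0198 with training in TG females.

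For columns by name, camera with an estimated correlation called 0 lists in each of the 8 comparisons (6 of 160 tests had an unadjusted p under 0.05). With fry, 1 list was called between genotypes in sedentary males, 1 for training in nTG males and 0 in the other 6 (15 of 160 had an unadjusted p under 0.05). The genotype score in sedentary males had an unadjusted exact permutation p of 0.0408 and an adjusted p of 0.0816. Its unadjusted p was above 0.05 with 50 genes per direction, with z-scored values and with the block. The score differences were 0.26 with 50 genes per direction and 0.52 with z-scored values. With 50 genes the change with training in TG females was −0.0132. The cause was not tested.

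For lncRNAs, library sizes of the same-named gene column, which the match shows to hold other libraries, gave 33, 1, 6 and 7 calls between genotypes in sedentary males, trained males, sedentary females and trained females, and 21 for training in TG males. They also gave 28 and 9 calls for genotype by training in males and females and 1 for training by sex in nTG. DESeq2's Wald test gave 13 between genotypes in trained males, 14 for training in TG males, and 1 and 63 between genotypes in sedentary and trained females. Size factors of the lncRNA table itself gave 2 calls for training in nTG females, 1 for genotype by training in females and 2 for training by sex in nTG. Without a filter 1 lncRNA was called for training in nTG males, 1 in nTG females and 17 between genotypes in trained females, and 4, 1, 3 and 2 for genotype by training in males and females, genotype by sex, and training by sex in nTG. The cause was not tested.

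Across fits that each left out 1 library, with gene columns by name, training called from 1 to 806 genes in nTG males, from 0 to 631 in nTG females, and from 2 to 8 in the mean of TG, and training by sex in nTG from 0 to 1. For lncRNAs the ranges between genotypes were 7 to 21 in sedentary males, 3 to 7 in trained males, 1 to 3 in sedentary females and 12 to 56 in trained females, and for training 1 to 6 in TG males and 0 to 11 in nTG females. The lncRNA terms for genotype by training in females and for training by sex in nTG each ranged from 0 to 1. The counts of 0 genes between genotypes by name stayed 0 in all of these fits, with 16 fits for each comparison.

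Depth limits the lncRNA results more than those of the gene table. Of the 3787 transcripts, 1925 had a mean under 1 count, and Gm42418 took at least 50.9% of the lncRNA counts in each library.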

Other observations

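The joined columns and the tests of explanations in this part were chosen only after the results had been seen. Counts over other splits of the libraries were called for in advance. For the lncRNA table and for training with columns by name, the reading of these counts was written only after their values had been seen. Each such count is out of 100 splits into groups of the same sizes, with the real split included. For a result of 0 calls any split gives as many, so its 100 of 100 splits were fixed beforehand and say nothing about it.

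The contradiction between gene columns and labels may come from gene columns that stand in another order than their names say. If so, columns matched on autosomal transcripts alone should carry the labelled sex and genotype, and with joined columns 0 of 64 libraries contradicted either. In 10000 random orders of the columns, 32 to 59 libraries contradicted their labels, with a median of 48, near the 45 of the columns by name. A small number of swapped mice would leave most columns in place, but 63 of 64 gene columns matched a lncRNA column of another name. RNA of both sexes in the same library would bring Y-linked signal into libraries with high Xist, but their Ddx3y reached at most 2.50% of the lowest level in the others. The best gene columns also ascend in number over lncRNA columns 1 to 32 and again over 33 to 64, which is consistent with a sorting or naming step that differed between the tables. Whether the labels of the lncRNA table are right is tested only by sex and genotype, so training labels rest on the assumption that its columns are named correctly.

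The 2407 genes called by name for training in nTG, in the mean over sexes, may reflect libraries of transgenic mice among those labelled trained nTG. Of these genes, 2098 (87.2%) were called in the same direction between genotypes in at least 1 comparison of joined columns and 0 in the opposite direction, against 22.4% of the genes not called by name. Training of nTG mice as the whole cause would keep the calls when columns are joined, but 65 genes were called then, 17 of them among the 2407 and 2 of those in the same direction. Tnnt2, which was higher in TG with joined columns, was among the genes with the smallest p by name. Its upper range held 7 of 8 male and 8 of 10 female libraries labelled trained nTG by name. Of those labelled sedentary nTG it held 0 of 7 male and 0 of 8 female libraries.

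With joined columns, TG and nTG hearts differed in 3488 genes in sedentary males (1588 higher, 1900 lower), 2361 in trained males (956 higher, 1405 lower), 739 in sedentary females (268 higher, 471 lower) and 2503 in trained females (908 higher, 1595 lower). For each, 1 of 100 splits gave as many genes, the real split alone. The sexes shared 570 calls in sedentary mice, all in the same direction, and 1234 in trained mice, of which 1233 had the same direction. The genotype by sex term in sedentary mice called 0 genes (1471 at an unadjusted p under 0.05). The count in sedentary females was 367 with the compared groups alone in the fit and 1269 with limma voom. After Tnnt2, the rising genes with the smallest p included Trim35 (0.52 in sedentary males, 0.48 in sedentary females), Mafg (0.65 in sedentary males) and Epdr1 (0.76 in trained males, 0.79 in sedentary females, 0.87 in trained females), and the falling genes included Mrpl18 (−0.48 in sedentary males) and Fah (−0.78 in trained males, −0.72 in sedentary females, −0.82 in trained females). Of the 46 markers, 32, 24, 16 and 30 were called when adjusted over the list alone, in the order above, with as many in 2, 1, 1 and 1 of 100 splits. Among them Myh7 rose by 1.72 and Kcnip2 fell by 0.72 in sedentary males. Females and males differed in 375 genes in sedentary nTG mice, and 1 of 100 splits gave as many. That count was 204 without nTG sedentary female replicate 4 and 145 with the compared groups alone in the fit.

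Camera called 10, 12, 7 and 13 lists between genotypes with joined columns, in the same order. Of 100 splits, 32, 15, 51 and 3 gave as many. Only in the last comparison did it call a number that few splits reached, and the highest other split gave 13 there too. With an estimated correlation it called 0, 0, 1 and 0 lists, the skeletal muscle list in sedentary females, and 0 in the 4 training comparisons (22 of 160 tests had an unadjusted p under 0.05), so the calls of oxidative phosphorylation and extracellular matrix genes under fry do not hold there. Under fry, nuclear genes of oxidative phosphorylation were lower in TG in sedentary males (median log2 fold change −0.27, 80 of 81 genes, adjusted p 4.74e-05), trained males (−0.15, adjusted p 0.0246) and trained females (−0.17, adjusted p 0.0132), and extracellular matrix genes were higher in sedentary males (0.46, 33 of 36 genes, adjusted p 0.000615) and trained females (0.31, adjusted p 0.0499). In sedentary females these lists had medians of −0.13 and 0.20 with fry adjusted p of 0.0640 and 0.112. In trained males the median of the extracellular matrix genes was 0.27. Median-of-ratios scaling and a correction for GC content and length kept the sign of these medians in the 4 comparisons.

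The skeletal muscle list (7 genes in the table) was higher in TG under fry in all 4 genotype comparisons with joined columns. Its members Casq1, Tnni2, Acta1, Mybpc2 and Myl1 had positive changes in all 4, but only Mybpc2 and Myl1 passed over all genes in each. Casq1 passed in all but sedentary females, Acta1 in sedentary mice only and Tnni2 in trained females only. In trained males Acta1 changed by 0.10 (edgeR adjusted p 0.893). Ckm changed by −0.19 in sedentary males, −0.28 in trained males, −0.09 in sedentary females and −0.20 in trained females. Atp2a1 was lower in TG in sedentary mice and higher in trained mice of both sexes, and passed in none of these comparisons. Skeletal muscle tissue in the samples would bring Atp2a1 and Tnni2 together with Myl1. In sedentary males Myl1 rose by 29.2 CPM, while the higher of Atp2a1 and Tnni2 was at 0.588 CPM in TG, which argues against such tissue. Expression of these genes in TG cardiomyocytes stays open and was not tested. Acta1 and Ckm, also on the list, are expressed in heart.

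With joined columns, training called 3036 genes in TG males (1750 higher, 1286 lower), and 1 of 100 splits gave as many, the highest other split giving 1118. The rising genes with the smallest p were Kcnj3 (0.46), Mpp6 (0.31) and Rabggtb (0.28), and the falling genes were Hspg2 (−0.31), Thsd1 (−0.35) and Gpsm3 (−0.66). GC content and gene length as the whole cause would leave no call once both are corrected for in each library, and values exist for 99.8% of genes. That correction left 566 calls (412 higher, 154 lower), 415 of them among the 3036, so such a bias may account for a large part of the count but not for all of it. The order of library numbers left 2676 calls as a covariate. Leaving out 1 library gave from 1702 (without TG trained male replicate 7) to 4061 genes (without TG trained male replicate 4), so 1 library alone did not make the pattern. Residual blood as the whole cause would need about 13.8% of counts to give the median rise of the called genes. The blood list held at most 0.508% in these libraries, but its 10 genes are only a part of blood RNA. These values therefore cannot exclude blood as the cause. A part played by blood stays open as well, since the median log2 fold change of the blood list with training was −1.38. Under fry, nuclear genes of oxidative phosphorylation rose (median 0.16, adjusted p 0.0391) and extracellular matrix genes changed by −0.30 (adjusted p 0.0255), opposite to their differences between genotypes, with medians of 0.13 and −0.23 after the correction for GC content and length. The TG sedentary males enter both comparisons, so these opposite directions are not independent. In nTG females the extracellular matrix median was −0.21 (fry adjusted p 0.168), and a difference from TG males was not tested for the lists.

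Whether the response of TG males differs from that of TG females was not settled by the interaction test. TG females had 0 calls (606 at an unadjusted p under 0.05). The training by sex term in TG called 0 genes (3063 at an unadjusted p under 0.05), but DESeq2 called 223 and limma voom 927, and 904 were called without TG trained female replicate 6. Of the genes called in TG males, 51.6% had the same sign in TG females. The genotype by training term called 0 genes in males (2503 at an unadjusted p under 0.05) and 0 in females (1093), but in males DESeq2 called 13 and limma voom 300. Training by sex in nTG called 0 (1077), and DESeq2 and limma voom called 1 each.

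In nTG mice with joined columns, training called 0 genes in males (999 at an unadjusted p under 0.05), where DESeq2 called 4 and limma voom 1, and 25 in females (21 higher, 4 lower), with as many in 3 of 100 splits. The count in females was 0 without nTG sedentary female replicate 3 and 62 without nTG trained female replicate 4. It was also 0 with the replicate block, with the 4 groups of the sex alone and with the compared groups alone, 13 with median-of-ratios scaling, 131 with DESeq2 and 100 with limma voom. Mean effects over sexes were called for 65 genes in nTG and 88 in TG, with as many in 1 of 100 splits each. The first count was 5 without nTG sedentary male replicate 6, 133 without nTG sedentary female replicate 6, 16 with the replicate block, 145 with DESeq2 and 168 after the correction for GC content and length. The second was 0 without TG trained male replicate 2, 1555 without TG sedentary female replicate 7, 6 with the library number as a covariate, 15 after the correction for GC content and length, 437 with DESeq2 and 1807 with limma voom. Markers adjusted over the list alone numbered 0 in nTG males (3 at an unadjusted p under 0.05), 8 in TG males, 4 in nTG females and 2 in TG females, with as many in 7, 5 and 2 of 100 splits for the last 3. The markers in TG females were Pdk4 (−1.10) and Ucp3 (−0.93). Camera called 8, 12, 11 and 11 lists in these 4 comparisons, with as many in 24, 23, 16 and 4 of 100 splits. Fry called 6 lists in TG males and 5 in nTG females. In nTG females these were glycolysis (median log2 fold change 0.0984, adjusted p 0.000672), calcium handling (0.0787, adjusted p 0.0165), sarcomere (0.0922, adjusted p 0.0237), clock (0.30, adjusted p 0.0289) and proliferation (−0.58, adjusted p 0.00845), whose medians had the same sign with median-of-ratios scaling and after the correction for GC content and length.

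With joined columns, the genotype score of TG males was lower after training by 15.4% of the difference between genotypes, a change of −0.16 (exact permutation p 0.0456, adjusted p 0.0608), and that of nTG females changed by −0.19 (exact permutation p 0.0389, adjusted p 0.0608). Neither passed the correction. In TG females the change was −0.03 (exact permutation p 0.695) and in nTG males −0.01 (exact permutation p 0.796).

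For columns by name, other splits were counted as well. The calls for training in nTG were matched by 2 of 100 splits in males, 1 in females and 1 in the mean over sexes, and those in the mean of TG by 3. Markers for training in nTG were matched by 2 of 100 splits in males and 1 in females, and the marker between genotypes in sedentary males by 5. Camera's lists were matched by 36, 58, 49 and 93 of 100 splits for genotype in sedentary males, trained males, sedentary females and trained females, and by 13, 17, 7 and 14 for training in nTG males, TG males, nTG females and TG females. Camera's number of lists therefore did not separate the labelled groups from regrouped libraries by name.

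In the lncRNA table, counts between genotypes were matched by 1, 1, 3 and 2 of 100 splits in sedentary males, trained males, sedentary females and trained females, and those for training in TG males by 1. In trained females 25 of 32 calls rose. With size factors of the lncRNA table itself, 11.8% of calls rose, so the direction depended on the scaling. Those size factors also moved the median log2 fold change over all transcripts from 0.22 to 0.01. That shift lowers the rising share whatever the cause, so this comparison cannot tell whether scaling by the gene table set the direction. Which scaling is right for these libraries was not tested, and the direction of the calls there should not be read without it.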
